A study of Mus musculus with 4 samples. Its data were reported in "The isoflavone genistein selectively stimulates major satellite repeat transcription in mouse heterochromatin" (2025).

How the data were processed

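The data were total RNA sequencing libraries of mouse embryonic fibroblasts (MEFs), which are connective tissue cells cultured from mouse embryos. There were 4 libraries in 2 groups. The untreated group and the genistein group (50 µM for 24 h) had 2 libraries each, and the groups and replicate numbers were taken from the labels. Genistein is a plant isoflavone.

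The authors depleted ribosomal RNA, sequenced paired ends, trimmed the reads with Trim Galore, aligned them with STAR to the mm10 mouse genome while keeping reads with many alignments, and counted them with TEtranscripts. The deposited values are raw whole-number counts per gene and per repeat subfamily, not normalised. The authors counted the 5′ untranslated region and the first open reading frame of L1 elements as separate repeat entries. TEtranscripts assigns a read to a gene exon before a repeat, so repeat reads that overlap annotated genes are missing from the repeat counts. Reads that align at more places than the aligner's limit were dropped, and how many of them came from each repeat was not analysed here. A subfamily count sums all copies in the genome, so a repeat has no single coordinate. The strand option of the counter was not stated, so overlapping and antisense genes were treated as uncertain.

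The deposited count table had 49383 entries, of which 47937 were genes and 1445 were repeats. The remaining 1 entry named no gene or repeat and was left out of library sizes and tests. It held 0.00208% to 0.00314% of the counts of a library. Symbols were matched to 47224 gene identifiers, and 713 had none. Coordinates are those of the GENCODE annotation on GRCm38, the same assembly as mm10, counted from 1.

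Counts of genes and repeats were analysed in one table with edgeR 4.0.16 in R 4.3.3. Entries with low counts were removed with filterByExpr by group, which kept 16240 genes and 1118 repeats. Library sizes were scaled by the trimmed mean of M-values (TMM) over the kept entries. Groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all kept entries. Thresholds followed the study's methods: an adjusted p-value under 0.05, an absolute log2 fold change over 1 and a mean normalised count over 100. A normalised count is the count divided by the effective library size and multiplied by the mean effective library size. The standard error of a log2 fold change was its size divided by the square root of the F statistic. For repeat classes, raw counts were summed per class and fitted beside the genes with the same effective library sizes, and p-values were adjusted over the classes. Gene sets were tested with camera of limma 3.58.1, two-sided, with a preset correlation of 0.01, and adjusted over the sets. The set lists were written from general knowledge. With 2 libraries against 2, an exact two-sided permutation test cannot go below a p-value of 0.333, so model-based tests were used throughout. PCR reads without molecular identifiers are not independent molecules, and the tests take the spread between replicates as their error.

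The text names GSAT_MM and SYNREP_MM, then up to 5 higher and up to 5 lower repeats with the largest absolute log2 fold change past all thresholds. It names genes by the same rule where both genistein libraries lay on the same side of both untreated libraries, leaving out predicted genes named by number and pseudogenes, and a list of single genes. A gene of that list is not reported here, and the list was tested without it. These rules, the tests, the thresholds, the gene lists and the alternatives in the closing section were fixed before the data were examined, except where stated. The alternatives covered scaling, filtering, the tool (DESeq2 1.42.0), the thresholds, the set test, a replicate block and leaving out each library.

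Genes made of major satellite sequence were found with blastn 2.17.0, by matching the transcripts of the annotation to a consensus of 234 bp written from general knowledge, at an identity of at least 75% over at least 90% of the transcript. This step was chosen after the data were examined.

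The test was checked on simulated counts drawn from the real means and library sizes, with 200 of 17032 tested entries changed by 4-fold. edgeR called 194 of them past all thresholds and called 0 unchanged entries, with 5 unchanged entries at an adjusted p-value under 0.05 alone. The median absolute log2 fold change of the changed entries was 1.99, against a simulated value of 2. None of 100 random sets of 30 unchanged entries had a camera p-value under 0.05. The simulated entries were drawn independently and with the same dispersion for all. The check therefore cannot show how the set test behaves with correlated genes, or how the test of entries behaves for noisier ones. Far more entries changed in the data than in the simulation, so scaling under so many changes was not checked.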

Results

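Total RNA of untreated MEF cells and of MEF cells exposed to 50 µM genistein for 24 h was sequenced, with 2 libraries per group. The total counts over genes and repeats were 30749974 in untreated 1, 28908957 in untreated 2, 31464284 in genistein 1 and 28591958 in genistein 2. Repeats took 11.97% and 12.52% of the counts in the untreated libraries and 14.64% and 13.57% in the genistein libraries. Across the 17358 kept genes and repeats, log2 CPM values correlated with r = 0.994 between the untreated libraries and r = 0.994 between the genistein libraries. Between groups, r lay from 0.956 to 0.960. The replicates of a group were separate libraries, since their counts differed by more than sampling noise (chi-square per degree of freedom of 5.76 for the untreated pair and 13.2 for the genistein pair).

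The first comparison asked whether genistein changes transcripts of the major satellite repeat (MSR), the tandem repeat of mouse pericentric heterochromatin, counted as GSAT_MM. Its normalised read count was 113 and 124 in the untreated libraries (118 ± 7.77, SD, n = 2) and 2054 and 1431 in the genistein libraries (1742 ± 440.1, SD, n = 2). The log2 fold change was 3.88 with a standard error of 0.16, a 14.8-fold increase (adjusted p = 2.9e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase was larger than the spread between replicates. The alternative that moved it most was the fit of repeats alone, with a log2 fold change of 3.19. Part of the MSR reads was counted under 13 annotated genes made of MSR sequence, whose summed normalised counts were 5.99 and 10.6 in the untreated libraries and 374 and 298 in the genistein libraries.

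The minor satellite repeat of the centromeres, counted as SYNREP_MM, had normalised counts of 54.9 and 48.7 in the untreated libraries and of 178 and 155 in the genistein libraries. Its log2 fold change was 1.68 with a standard error of 0.15 (adjusted p = 5.3e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

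Repeat classes were then compared to ask how far the change was limited to the major satellite. L1MdA elements are young LINE retrotransposons. Their 5′ untranslated region entries rose from 774 ± 52.1 to 1475 ± 48.4 normalised counts (SD, n = 2), a log2 fold change of 0.93 (adjusted p = 3.5e-11 over the classes, edgeR). Their first open reading frame entries had a log2 fold change of 0.94 (adjusted p = 4.5e-05, edgeR). Endogenous retroviruses (ERV) rose from 377927 ± 14534 to 572255 ± 11831 normalised counts (SD, n = 2), a log2 fold change of 0.60 (adjusted p = 1.8e-12, edgeR). SINE elements had a log2 fold change of 0.49 (adjusted p = 3.8e-12, edgeR), and the B1 family among them 0.52 (adjusted p = 8.8e-12, edgeR). All 7 classes were higher in both genistein libraries than in both untreated libraries. Only the major and minor satellites passed the log2 fold change threshold of 1. The L1MdA, ERV, SINE and B1 classes fell short of it. This depended on the scaling for L1MdA, whose 5′ untranslated region and open reading frame entries reached 1.0005 and 1.009 with library totals alone. When repeats were fitted alone, ERV, SINE and B1 reversed to log2 fold changes of -0.10, -0.20 and -0.17. The L1MdA open reading frame entries, at 0.25, then fell short of the adjusted p-value threshold. The minor satellite, at 0.99, then fell short of the fold threshold too.

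**Figure D1:**
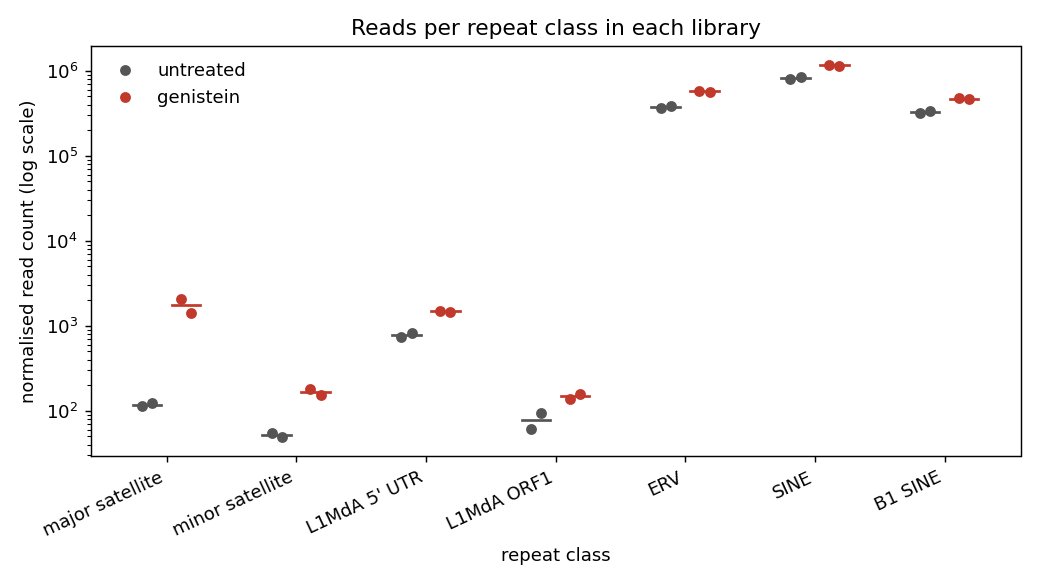
Normalised read counts of the repeat classes on a log axis, with a point per library and a bar at the group mean (n = 2). The major satellite rose from a mean of 118 in the untreated libraries to 1742 in the genistein libraries, and each class was higher in both genistein libraries.

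Single repeats were counted past the thresholds. Of 1118 repeats, 41 were higher and 4 were lower with genistein. The median log2 fold change was 0.69 over all repeats and -0.03 over all genes, and 1038 repeats were higher. The 40 tRNA repeats went the other way, with a median of -0.34 and 20% of them higher. Repeats as a set stood above genes (camera p = 1.7e-19 for repeats against genes, with preset correlation). Under fry p was 0.0076, but fry tests repeats against no change and not against genes. An estimated correlation was not tried for repeats. GSAT_MM ranked 2 of 1118 by log2 fold change, behind the U1 entry of small nuclear RNA, and 1 among the 1037 LINE, LTR, SINE, DNA and satellite repeats. It lay 3.20 above the median of all repeats on the log2 scale. By p-value it ranked 6 among repeats that changed in either direction. Those ahead of it included 7SLRNA, ETnERV-int and MMETn-int, which were lower with genistein, and MMVL30-int, which was higher.

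**Figure D2:**
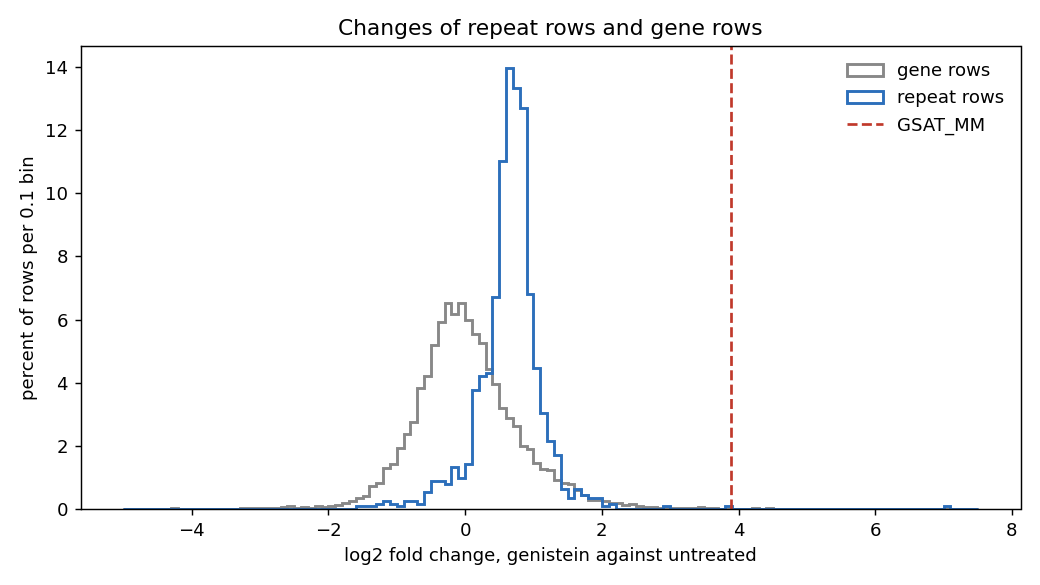
Percent of repeats and of genes in each bin of log2 fold change (genistein against untreated), with a dashed line at GSAT_MM. The repeats centre on 0.69, the genes on -0.03, and GSAT_MM lies at 3.88.

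Apart from the satellites, the higher repeats with the largest changes were as follows. U1 was 128-fold higher, with a standard error of 0.50 on the log2 scale (adjusted p = 2.5e-09, edgeR), and its normalised count was 17439 in genistein 1 and 5531 in genistein 2. Without genistein 1 its log2 fold change was 5.95, and with DESeq2 and a prior it was 3.53. RLTR45-int had a log2 fold change of 2.92, which genistein 1 decided, since its normalised counts were 896 and 136 in the genistein libraries; without genistein 1 the value was 0.98. MLT2C1, L1MCb and ERVB3_1-I_MM had log2 fold changes of 1.81, 1.53 and 1.28. The lower repeats were MMETn-int, ETnERV-int, RLTRETN_Mm and 7SLRNA, with log2 fold changes of -1.54, -1.28, -1.28 and -1.04.

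Genes were compared with the same thresholds. Of 16240 genes, 637 were higher and 676 were lower, so that 48.5% of the calls were higher. The larger direction depended on the scaling, since library totals alone gave 746 higher and 562 lower genes, with 57.0% of the calls higher. The higher genes with the largest changes were Ces2e (chromosome 8, 104926260 to 104934672), Ano3 (chromosome 2, 110655201 to 110950923), Robo3 (chromosome 9, 37415669 to 37433246), Notch3 (chromosome 17, 32120820 to 32166852) and Celf5 (chromosome 10, 81459227 to 81482709). Their log2 fold changes were 6.85, 5.11, 4.84, 4.23 and 4.14, with standard errors of 0.16, 0.25, 0.24, 0.09 and 0.16. Ces2e, Ano3 and Robo3 had 9 and 4, 3 and 8, and 4 and 10 raw counts in the untreated libraries, so the sizes of their changes are imprecise. Across the fits that each left out one library they lay from 6.43 to 7.49, from 4.53 to 5.996 and from 4.29 to 5.67. These ranges reached further from the main values than the standard errors. The errors come from the F statistic and may understate the imprecision at low counts. Celf5 had 20 and 14 raw counts in the untreated libraries and lay from 3.95 to 4.37 in these fits. The lower genes were Hist1h2ap, Prl2c2, Hist1h1a, Hist1h2ab and Hist1h2ah, all on chromosome 13. Their log2 fold changes were -4.63, -4.33, -4.29, -3.66 and -3.52, with standard errors of 0.18, 0.18, 0.07, 0.05 and 0.06. Hist1h2ap and Prl2c2 had 35 and 18, and 21 and 14 raw counts in the genistein libraries, so the sizes of their changes are imprecise too. The histone and Prl2c genes belong to families of near-identical copies, so the share of a single copy is uncertain. The largest adjusted p among these 10 lower and higher genes was 2.3e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

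A list of genes for heterochromatin components and topoisomerases, written from general knowledge, was compared together with Hprt. Of the 21 listed genes, 1 was higher (Kmt5c) and 17 were lower at an adjusted p under 0.05 over all entries, and 1 and 17 when adjusted over the list alone (edgeR). Passing this p-value threshold was common, since 5436 of all 16240 genes were higher and 6210 lower by it. The list was not tested as a set against other genes, so a change specific to it was not shown. The log2 fold changes of Hmga1, Hmga2 and Suv39h2, the only listed genes past the fold threshold, were -1.47, -1.17 and -1.01. Those of Suv39h1, Top1, Top2b and Cbx5 were -0.61, -0.51, -0.41 and -0.38. Top2a differed by -0.09 (adjusted p = 0.069, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold, and fell below it with DESeq2 (adjusted p = 0.0028) at -0.10. Hprt, used by the study as a reference gene, differed by -0.18 (adjusted p = 0.00041, edgeR).

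**Figure D3:**
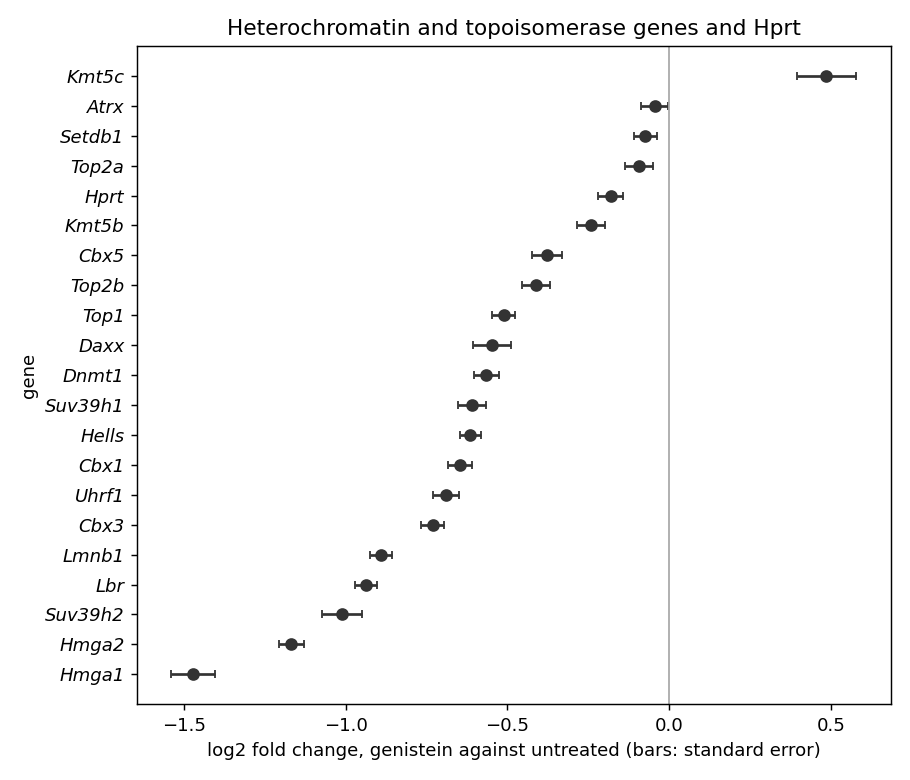
Log2 fold changes (genistein against untreated) of the 21 listed genes, with bars for the standard error. Hmga1 is lowest at -1.47 and Kmt5c highest at 0.49.

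Gene sets were tested for pathways that the study describes and for genes of the cell cycle. The study saw most cells shift to the G2/M phase by DNA content. Transcript levels of a set do not measure that shift and cannot decide on it. The p53 targets had a median log2 fold change of 1.62, with 30 of 31 tested genes higher (camera adjusted p = 4.3e-16). Among them, Cdkn1a rose from 365 ± 6.83 to 2499 ± 140 normalised counts (SD, n = 2; log2 fold change 2.78, adjusted p = 9.1e-16, edgeR) and Mdm2 had a log2 fold change of 1.62 (adjusted p = 3.5e-15, edgeR). The NRF2 targets had a median of 0.36, with 21 of 28 genes higher (camera adjusted p = 0.00018). Ribosomal protein genes had a median of -0.52, with 84 of 85 genes lower (camera adjusted p = 3.4e-20). The G1/S genes had a median of -0.56, with 27 of 30 genes lower (camera adjusted p = 1.1e-07). The G2/M genes had a median of -0.11 (camera adjusted p = 0.087), which did not pass. The calls of the other 4 sets held under fry, and none held with an estimated correlation, where the smallest adjusted p was 0.056.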

Values the study reported

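The study reported that untreated cells had around 200,000 SINE reads, around 30,000 ERV reads and around 1000 LINE reads. Genistein raised major satellite reads to around 1,500. At the level of reads it gave an increase of under 15-fold. The study also reported much larger increases of the major satellite by RT-qPCR and by reads accumulated on the repeat consensus. It cautioned that RT-qPCR probably overstates the amount. The study did not find the minor satellite significantly raised.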

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

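The test here was chosen after the result was seen. The 1 entry that named no gene or repeat was outside every comparison, and it was higher in both genistein libraries than in both untreated libraries. Its normalised counts were 639 and 681 in the untreated libraries and 926 and 837 in the genistein libraries, a log2 ratio of 0.42. It may be a repeat whose name was lost, in which case its rise may be part of the rise shared by repeats. Of the kept repeats, 21.6% had a smaller log2 fold change, so its change lay within their spread. Genes also change by this much, and with no name for the entry a shared rise and an effect of genistein on a single sequence cannot be told apart.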

How the results depend on the processing

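The major satellite change kept its direction and its side of the threshold under each alternative with a test, from a log2 fold change of 3.19 with repeats fitted alone to 4.04 with the reads of genes made of satellite sequence added, an alternative chosen after seeing the data. Across the 4 fits that each left out one library it lay from 3.60 to 4.12, lowest without genistein 1.

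Fitting repeats alone centres their changes near 0 by construction. The median of all repeats was then -0.0094. ERV, SINE and B1 reversed to -0.10, -0.20 and -0.17, and the L1MdA open reading frame entries weakened to 0.25. The minor satellite stayed higher at 0.99 but fell short of the fold threshold. The repeats past the thresholds were then 4 higher and 13 lower, so that 23.5% of calls were higher against 91.1% before. The rise of ERV, SINE and B1 is therefore a rise relative to genes. The L1MdA 5′ untranslated region entries, at 0.24, stayed higher and past the adjusted p-value threshold among repeats, as did both satellites. With library totals alone, 63 repeats were higher, and the median of all genes was 0.04. Both L1MdA classes were then just past the fold threshold, at 1.0005 for the 5′ untranslated region and 1.009 for the open reading frame entries. Genes were then 746 higher and 562 lower, and with factors from genes alone 701 higher and 602 lower, so the larger direction among genes depended on the scaling.

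Thresholds set the counts by construction. With a mean count over 10, the counts were 155 higher and 9 lower repeats, and 1496 higher and 1025 lower genes. Over 1000, they were 6 higher and 4 lower repeats, and 170 higher and 351 lower genes. Testing against the fold threshold itself gave 8 higher and 3 lower repeats, and 408 higher and 437 lower genes. With no fold change threshold there were 557 higher and 17 lower repeats, and 3844 higher and 5499 lower genes.

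Set tests depended on how correlation was treated. With an estimated correlation, the adjusted p-values were 0.056 for p53 targets (median 1.62), 0.27 for NRF2 targets (0.36), 0.19 for ribosomal proteins (-0.52) and 0.21 for G1/S genes (-0.56), each past the threshold before. The G2/M genes passed under fry (-0.11, adjusted p = 0.012) and with no filter (-0.13, adjusted p = 0.0088). The cause was not tested.

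Leaving out each library gave medians from 0.62 to 0.75 for all repeats, and log2 fold changes of the summed class counts from 0.65 to 1.27 for the L1MdA open reading frame entries and from 0.48 to 0.56 for B1. The sets ranged from 1.59 to 1.69 for p53 targets, 0.28 to 0.36 for NRF2 targets, -0.55 to -0.50 for ribosomal proteins, -0.13 to -0.10 for G2/M genes and -0.59 to -0.53 for G1/S genes. The median of the listed genes, -0.57, lay from -0.58 to -0.55 in these fits. It was -0.57 with RLE size factors, -0.52 with factors from genes alone, -0.50 with library totals, -0.59 with no filter and -0.57 with DESeq2, both without and with a prior, shifts larger than its small replicate SD. The number of listed genes with an adjusted p-value under 0.05 was 18, and it lay from 18 to 20 under the alternatives with a test, so at least 1 member of the list other than Top2a also changed side.

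The replicate block gave 638 higher and 677 lower genes, 41 higher and 4 lower repeats, and 3.88 for the major satellite. The deviations of same-numbered libraries correlated at -0.03 over 2 pairs, so the numbers were not shown to pair the libraries. Among single genes and repeats, 17 values moved by more than the replicate SD in the fits that left out one library. In the other fits Top2a passed the threshold under 3 alternatives. No other gene or repeat followed singly changed direction or its side of the adjusted p-value threshold. Listed genes not followed singly were covered only by the count above. Sizes moved, as for U1 with DESeq2 and a prior (3.53). Some log2 fold changes then fell short of the fold threshold. With repeats alone they were 0.99 for the minor satellite, 0.83 for L1MCb and 0.59 for ERVB3_1-I_MM. With library totals they were -0.97 for 7SLRNA and -0.94 for Suv39h2, and with factors from genes alone -0.998 and -0.97. RLTR45-int had 0.98 with DESeq2 and a prior.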

Other observations

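The comparisons with the study and the tests of explanations below were chosen after the results were seen. The class sums, the minor satellite changes and the rise of all repeats came from fits fixed before. The SINE sum in untreated cells was 828859 normalised counts. That is higher than the value quoted from the study above. The ERV sum was 377927. That is also higher than the value quoted above. Other classes lay closer to the study. The L1MdA 5′ untranslated region and first open reading frame entries had means of 774 and 77.1 in untreated cells. Those are near the LINE value quoted above, and the study's figure names that class L1Md_A. The major satellite mean of 1742 in the genistein libraries was near its quoted value. Which repeats the study summed in each class, and how it scaled the sums, was not analysed here, so these sums are not shown to measure the same thing. The minor satellite passed the thresholds beside genes and fell short of the fold threshold with repeats fitted alone, at 0.99. The study did not find it significantly raised.

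Most repeats rose relative to genes, and 1038 of 1118 had a positive log2 fold change. Among those that did not were most tRNA repeats, whose median was -0.34, and the lower repeats named in the report. The values argue against extra genomic DNA. The 1418 olfactory, vomeronasal and taste receptor genes summed to 112 and 103 normalised counts in the untreated libraries and to 113 and 112 in the genistein libraries. If the extra LINE, LTR, SINE and DNA repeat reads came from DNA spread evenly over the genome, these genes would have gained 1346 normalised reads, and they gained 5.15, or 0.383% of that. More unspliced or intronic RNA remains a candidate explanation. Genes of the TEC class inside introns of protein-coding genes had a median log2 fold change of 0.80 (580 genes) and those outside 0.34 (196 genes), a difference of 0.46. The genes outside introns rose too. They were all those not wholly inside an intron of a protein-coding gene on the same strand, so they may hold intronic reads as well. Whether intronic RNA is part of the cause or all of it therefore cannot be told from these values. An effect of genistein on repeat transcription stays open.

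The major satellite rise was not explained by several technical sources. It exceeded the median of repeats by 3.20, and 1 repeat rose more. Genes within 1 percentage point of its GC content had a median log2 fold change of 0.22. The genes made of satellite sequence gained 328 normalised reads, so reads did not move from them. Genomic DNA cannot be told apart from transcription here, because the gain of the receptor genes was within counting error. At the observed gain the satellite would need 59.6% of the genome, and at the upper bound of the gain 8.82%, and the share it holds was not analysed here.

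The U1 entry rose in both genistein libraries, to 17439 and 5531 normalised counts from 81.9 and 97.4. The snRNA genes had 9336 and 15416 normalised counts in the untreated libraries and 13869 and 14265 in the genistein libraries, a mean gain of 1691 that rests on untreated 1. Against untreated 2 both genistein libraries were lower, by less than the U1 counts of either, so reads moved from these genes would not account for the whole rise of U1. The other 6 U entries had a median log2 fold change of 0.27, so better recovery of small RNAs in general would not account for it. The difference between the genistein libraries was not explained, and the cause may lie in transcription or in processing of U1, which was not tested beyond these values.

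All 64 kept histone genes were lower, with a median log2 fold change of -2.71. Other protein-coding genes of similar transcript length had a median of -0.25. The counts summed over histone genes changed by -2.70, so reads split between near-identical copies would not produce the fall. Fewer cells in S phase, where these genes are transcribed, is a candidate explanation. The study measured the cell cycle under this treatment, and those measurements were not analysed here.

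Entries chosen after their values were seen differed between libraries without regard to group. CT010467.1, in the ribosomal RNA locus of chromosome 17, had 79436 and 33678 raw counts in the untreated libraries and 1302 and 66438 in the genistein libraries. The U2 entry had 11754 raw counts in untreated 1 and 21247, 20989 and 20314 in the other libraries. No biological explanation was tested for these differences.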
